A study of Arabidopsis thaliana with 3 samples. Its data were reported in "Quantification of cell identity from single-cell gene expression profiles" (2015).

How the data were processed

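GFP-positive protoplasts from WOX5:GFP roots, 5 days after stratification, were sorted into extraction buffer, and their RNA was amplified, labelled with biotin and hybridised to Affymetrix ATH1 arrays, 1 array for each of 3 QC samples. The values deposited by the authors are MAS5 signals, a linear intensity in 1 colour per probe set, which MAS5 makes from matched and mismatched probes on each array alone. The version of MAS5, its detection calls and its settings are not given in the sources used here. On each array the mean after leaving out 2% of the values at each end was 250, so the arrays had been scaled to a common mean, and a change in the total amount of RNA cannot be seen. No pair of arrays shared identical values throughout (0 identical values in each pair).

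Signals were converted to log2 with no offset, since all were above 0. Gene names came from the platform annotation, updated through RefSeq (TAIR10.1, used for names only): 13513 of the 22810 probe sets named 1 gene, 503 several, 8730 had no gene named and 64 were controls. Of those with 1 gene, 13436 matched RefSeq. A gene's value was the mean log2 signal of its probe sets. This gave 13356 genes, of which 146 had 2 or more probe sets, and those of 59 differed by over 2 log2, SQN and AT3G22290 among them. Probe sets with several genes named none.

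The background level of an array was the 90th percentile of log2 signal over a panel of seed, pollen, tapetum and flower genes. Of the 56 genes on that panel 6 were measured (ANX1, ANX2, MGH3, A9, AMS and CLV3), and they were left out of the tests. Each gene's log2 signal minus that level was tested against 0 with an intercept model in limma 3.58.1 under R 4.3.3 (eBayes with trend, two-sided, Benjamini-Hochberg, adjusted p under 0.05). The estimated prior degrees of freedom were infinite, so each gene's spread was taken wholly from the trend. The deviations of the background level are shared by all genes, and very small p-values mean only that a gene lay far from that level compared with the spread between arrays. Gene lists were compared with other genes by the count called above (Fisher's exact test, two-sided, Benjamini-Hochberg over the 17 lists fixed beforehand or the 15 lists of the study). The median given for a list is the mean over arrays of its members' median on each array. It can differ from the median of the members' mean values. The latter was also placed among 10000 random lists. In the study's lists, 178 of 362 entries were measured. Lists of at least 5 measured genes were compared between single arrays against 10000 random lists drawn from the same deciles of signal. The difference of mitotic and replication genes was tested by exact enumeration of its 10 regroupings, since only 5 genes were measured. A resampled test had been planned.

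The lists, the tests and the named genes were fixed before the data were examined. The named genes were the measured QC regulators, the 2 highest and 2 lowest members of each other list, the 5 highest and 3 lowest of the study's QC list, the 10 genes with the highest signal and the 10 with the widest range among genes above background. The size limit and percentile marks for list comparisons between arrays were set after the values were seen. Alternatives were other percentiles of the panel (75 and 95), bacterial control probe sets as background, quantile normalization, median centring, leaving out probe sets that can bind several transcripts, an offset of 16, other variance models and leaving out each replicate. Centring cannot move a gene relative to the background level of its own array, so that alternative says nothing about stability. Backgrounds from pseudogenes, from the panel without AMS and from 1 common level, and a level raised by 1 log2, were added after the data were seen. The pseudogene setting also left all pseudogenes out of the tests, so 12361 genes were tested there.

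The gene test was tested on simulated data in 2 forms, each with 13350 genes. When all other genes lay at the background level, with the spread of genes near it, 0 of 100 genes raised by 1 log2 and 0 of 100 raised by 2 were called, against 81 of 100 raised by 4; 0 of 13050 unchanged genes were called. The raised genes were few among noisy ones there and did not pass the adjustment, although 94% of those raised by 2 had an unadjusted p under 0.05. That form was first run with rises of 1 and 2, and the rise of 4 was added after no gene had been called. When the other genes kept their real means and the spread usual at those means, 68 of 100 genes at 1 log2 and 100 of 100 at 2 were called, and 4 of 5667 genes with a true mean below background were called above. Neither form included error in the background level, and errors were drawn separately for each gene. The estimated prior degrees of freedom were 2.36 in the first form and 17.3 in the second, not infinite as with the real data. The rates therefore describe a test moderated otherwise than the real one. For the list comparison between arrays, a shift of 0.4 log2 in 13 genes was found in 9 of 20 runs and an unshifted list in 0 of 20, so smaller shifts can be missed. These lists were drawn from genes with a mean above background, so the rate does not hold for dim lists. In replicate 3 the SD over random lists was 0.12 log2 for the endodermis list and 0.58 for the Late XPP list. Figures were drawn with matplotlib 3.10.9. Some gene families that were counted are not reported here.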

Results

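The quiescent center (QC) is a small group of rarely dividing cells at the middle of the root stem cell niche of Arabidopsis. Protoplasts carrying GFP under the control of the WOX5 promoter, which is active in the QC, were sorted from roots of Col-0 plants 5 days after stratification. RNA from 3 samples of such protoplasts was amplified, and each sample was hybridised to 1 ATH1 array. All 3 arrays belong to the QC group, so no other cell type was available for a contrast. The labels do not say whether the samples came from separate plants or cultures, and p-values then measure only the spread between these samples, which may be technical. Each array held 22810 probe sets with a median signal of 76.9 in replicate 1, 81.4 in replicate 2 and 81.3 in replicate 3. The number of arrays limits the precision of every value.

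The first question was which genes gave signal above what genes of unrelated organs gave on the same arrays. Of 13350 genes tested, 6051 (45.3%) lay above the background level, 3414 (25.6%) lay below it and 3885 (29.1%) were not called (limma, adjusted p under 0.05). The tested genes included 989 pseudogenes, 20 of them above, which count among the other genes in the main list comparisons. With pseudogenes left out and used as background, 56.1% of 12361 genes lay above. Probe sets with no gene named were left out, so the shares describe only the genes tested. The loss was uneven, with 46 of 350 genes of the fixed lists and 178 of 362 entries of the study's lists measured. The genes with the highest mean signal included AT1G54410, which encodes the dehydrin HIRD11, at 8.72 ± 0.50 log2 over background (SD, n = 3). COR47, another dehydrin, lay at 8.24 ± 0.50. GRX480, a glutaredoxin, lay at 8.54 ± 0.41, and TPI, the cytosolic triosephosphate isomerase of glycolysis, lay at 8.33 ± 0.55. The lectin gene JAL34 lay at 7.92 ± 0.71. The remaining 5 of these 10 genes were AT5G20290, AT1G52300, AT2G19730, AT4G27090 and AT3G60245, between 7.80 and 8.19. Signal also depends on how well each probe binds its target, so these values do not order genes by transcript abundance, and a gene below background is not shown to be absent. The background level was log2 4.56, 5.49 and 5.61 on replicates 1 to 3 and rested on 6 flower and pollen genes, chiefly the tapetum gene AMS. Its spread between arrays (SD 0.58 log2) is shared by all genes and enters the ± values and the limma p-values. A ± value can thus be wider or narrower than the spread of the gene's own signal. An error of the level common to all arrays is not part of the limma p-values. The count below background fell to 1560 without AMS.

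Known regulators of the QC and the stem cell niche were examined next. The 3 measured members of the list all lay above background. BBM, an AP2-domain transcription factor of the PLETHORA family, lay at 3.77 ± 0.38 log2 over background (SD, n = 3, limma adjusted p = 3.0e-21). JKD, a zinc finger protein acting with SHORT-ROOT and SCARECROW in tissue patterning, lay at 1.57 ± 0.64 (limma adjusted p = 0.000667). AGL42, a MADS-box gene used as a QC marker, lay at 1.14 ± 0.27 (limma adjusted p = 0.0239). All 3 also passed when p was adjusted over the list alone. Compared with other genes, the list gave an adjusted p of 0.528 over 17 lists (Fisher's exact test), with too few measured members to pass. The call of AGL42 ended without replicate 2 (limma adjusted p = 0.218) and without replicate 3 (limma adjusted p = 0.111), with the panel's 95th percentile as background (limma adjusted p = 0.129) and without a variance trend (limma adjusted p = 0.0691). With the background raised by 1 log2, the calls of JKD and AGL42 ended (limma adjusted p = 0.226 and 0.801). The other 13 of the 16 listed regulators, WOX5 among them, had no probe set named with 1 gene and were not analysed here.

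Markers of other root cell types that a GFP gate could let through were then examined. Among root hair genes, the expansins EXPA18 and EXPA7 lay at 3.59 ± 0.72 and 2.65 ± 0.40 log2 over background (SD, n = 3), while TRY was not called at -0.05 ± 1.21. SGN3, a receptor kinase needed for an intact Casparian strip, lay above background at 3.42 ± 0.63, and the cortex gene CO2 was not called at 0.77 ± 0.78. Both xylem and procambium genes lay above background, LHW at 3.61 ± 0.50 and PHV at 1.36 ± 0.61. OPS, which acts in protophloem differentiation, was the single phloem gene measured and lay at 2.09 ± 0.48. In the columella and root cap list LZY4 (2.23 ± 0.46) and ACR4 (1.91 ± 0.83) lay above background and CLE40 was not called (0.08 ± 1.34). LBD16 of the pericycle and lateral root founder list lay above background at 2.37 ± 0.60, and LBD29 was not called at -0.98 ± 0.76. MYC1, the single non-hair epidermis gene measured, was not called at 0.49 ± 0.98. The counts above background were the same when p was adjusted over the list alone for each of these cell type lists.

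Division, hormone and stress genes were counted in the same way. The Aurora kinases AUR1, AUR2 and AUR3, which act in mitosis, all lay above background, at 1.80 ± 0.43, 2.99 ± 0.81 and 1.75 ± 0.69 log2 (SD, n = 3). Of the replication genes, the helicase subunit MCM7 lay at 3.10 ± 0.68 and ICU2, a DNA polymerase subunit, was not called at 0.67 ± 0.55. The planned test of the 3 mitotic against the 2 replication genes set different probes against each other and could not pass (two-sided exact permutation, 10 regroupings, smallest possible p 0.1), so it says nothing about mitosis against replication. The cyclin-dependent kinase inhibitor SIM lay above background at 2.86 ± 0.56, and SMR2 was not called at 0.04 ± 0.44. Of the 5 auxin genes, IAA30 and IAA20, Aux/IAA proteins that lack the degron of their relatives, lay at 4.60 ± 0.23 and 4.11 ± 0.50, while YUC6 (-0.96 ± 1.59) and YUC2 (-1.097 ± 1.03) were not called. ARR15 of cytokinin signalling (0.01 ± 1.095) and BRL1 of brassinosteroid signalling (0.16 ± 0.50) were not called. The stress genes ZAT10 and WRKY53 lay at 4.14 ± 0.26 and 1.74 ± 0.60. The cells were protoplasts, and the paper left genes induced by cell wall digestion out of its root markers. Digestion and cell type cannot be told apart here for any gene. Of 3 photosynthesis genes, PRK passed over all genes (1.03 ± 0.16, limma adjusted p = 0.0460) but 0 passed when adjusted over the list alone, and LHCB4.1 (0.93 ± 0.34) and RCA (-0.33 ± 0.98) were not called. The signal of PRK itself ranged over 1.00 log2 between arrays and rose with the background level, so its ± value understates its spread. All 4 housekeeping genes lay above background, GAPC2 at 6.71 ± 0.51, TIP41 at 3.30 ± 0.64, SAND at 3.27 ± 0.86 and UBC21 at 2.73 ± 0.80. Without replicate 2 the calls of PHV, AUR3, WRKY53 and PRK ended (limma adjusted p = 0.101, 0.0511, 0.119 and 0.231), and that of PRK also ended without replicate 3 (limma adjusted p = 0.235), at the 95th percentile (0.211 by limma) and without a variance trend (0.0959 by limma). With the background raised by 1 log2, the calls of these genes and of AUR1 also ended (limma adjusted p from 0.0739 for AUR1 to 0.962 for PRK). By limma counts and Fisher's exact test, 0 of the 17 lists passed after adjustment, and 1 had an unadjusted p under 0.05 (housekeeping, p = 0.0422, adjusted p = 0.528). None of these lists could have passed, since the largest had 5 measured genes and the smallest adjusted p that any could reach was 0.226, with 46 of 350 listed genes measured.

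The study chose its own marker lists for 15 root tissues partly from QC profiles, so their direction here is not independent evidence. All 10 measured members of its QC list lay above background, with a median of 3.62 ± 0.51 log2 (SD over arrays, n = 3, Fisher's exact test, adjusted p = 0.00273). They included IAA33 (4.11 ± 0.60), the flavonol glycosyltransferase gene UGT78D1 (3.88 ± 1.00), AT5G41620 (3.95 ± 0.64), AT5G02070 (3.86 ± 0.30) and BBM, and the lowest were AT5G45780 (3.26 ± 0.65), AT1G23000 (3.05 ± 0.33) and AT1G53860 (2.51 ± 0.53). In the endodermis list 12 of 13 members lay above background (median 2.93 ± 0.35, Fisher's exact test, adjusted p = 0.00358). In the list of atrichoblasts, the hairless cells of the epidermis, 14 of 19 did (median 2.92 ± 0.59, Fisher's exact test, adjusted p = 0.0354). That call ended without replicate 1, where 13 of the 19 were above (Fisher's exact test, adjusted p = 0.116), and under other background levels. Endodermis members chosen after their values were seen were AT5G66390, which encodes peroxidase 72, at 5.71 ± 0.45 and AT1G61590, a kinase of the Casparian strip pathway, at 3.27 ± 0.60. The atrichoblast members sks15 and sks16, chosen in the same way, lay at 4.00 ± 0.34 and 3.29 ± 0.63.

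**Figure D1:**
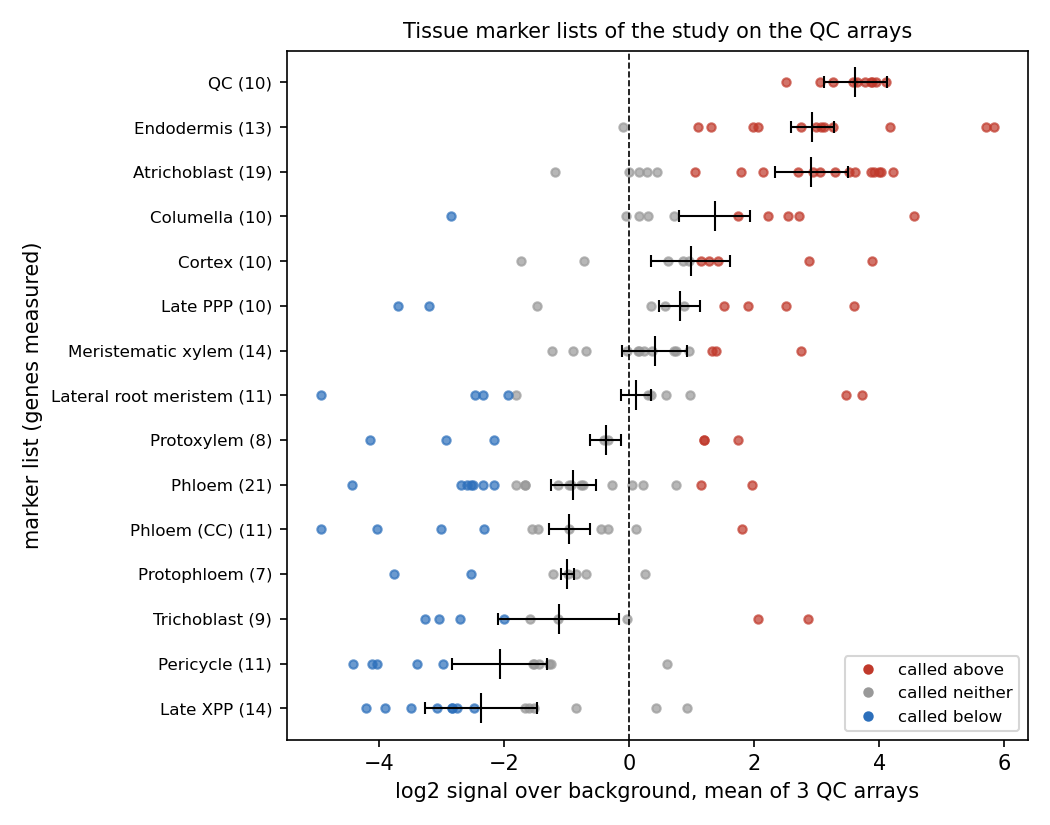
Each point is a gene of one of the 15 tissue marker lists of the study. It is placed by its mean log2 signal over background on the 3 QC arrays and coloured by its limma call. The bar is the mean over arrays of the list's median on each array, with its SD over arrays. It need not lie at the median of the points. The dashed line is the background level. The QC, endodermis and atrichoblast lists have medians of 3.62, 2.93 and 2.92, and the Late XPP list has the lowest median, -2.36.

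Of the study's 8 lists of the vascular cylinder, 5 had fewer members above background than other genes, and the Late PPP, meristematic xylem and protoxylem lists did not pass the test. None of the 14 members of the Late XPP list was above background (0 of 14, median -2.36 ± 0.90 log2, SD over arrays, n = 3, Fisher's exact test, adjusted p = 0.00273), and 8 were below it. The pericycle list had 0 of 11 above (median -2.07 ± 0.76, Fisher's exact test, adjusted p = 0.00440), with the sugar transporter gene SWEET4 at -4.03 ± 2.35 and OCT1 at -4.42 ± 1.46, both chosen after their values were seen. The 0 depends on averaging for SQN, whose probe sets differed by 6.40 log2 and lay at 1.67 ± 1.04 and -4.73 ± 1.48. With SQN counted as above, 1 of 11 gave an adjusted p of 0.0354 (Fisher's exact test). Some members of the pericycle list are annotated as pseudogenes. In the setting that left pseudogenes out and took the background from them, 1 of 9 was above (Fisher's exact test, adjusted p = 0.0280). The phloem list had 2 of 21 above, ATG8B at 1.96 ± 0.57 and AT5G16610 at 1.15 ± 0.66 (Fisher's exact test, adjusted p = 0.00331). The protophloem list (0 of 7) and the phloem companion cell list (1 of 11, AT5G57815) also had fewer above than other genes (Fisher's exact test, adjusted p = 0.0354 for each). Both calls ended without replicate 2 (Fisher's exact test, adjusted p = 0.105 and 0.114) and without replicate 3 (adjusted p = 0.0775 and 0.0592). The trichoblast (2 of 9), cortex (5 of 10), columella (5 of 10), lateral root meristem (2 of 11), Late PPP (4 of 10), meristematic xylem (3 of 14) and protoxylem (3 of 8) lists did not pass Fisher's exact test. For the 8 lists that passed, the count above was the same when p was adjusted over the list alone.

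The arrays were then compared with each other. Across genes, which are not independent replicates, Pearson's r was 0.869 between replicates 1 and 2, 0.882 between 1 and 3 and 0.865 between 2 and 3, and Spearman's rho was 0.927, 0.937 and 0.926. The SD between arrays was taken here on log2 signal with no background level subtracted. Among genes called above background its median was 0.23 log2 and 93.2% of genes lay within 2-fold on all arrays. Over all genes tested these values were 0.42 log2 and 56.7%, and the median SD was 1.57 in the third of genes with the lowest signal. Of the genes above background, the widest ranges between arrays were those of AT3G22290 (2.75 log2), AT4G14380 (2.12), AT5G43180 (2.09), AT1G36060 (2.03), the senescence and defence regulator WRKY53 (2.02), AT3G01850 (2.02), AT4G29020 (2.00), AT4G03000 (1.95), AT1G23650 (1.92) and AT4G27380 (1.90). Leaving out 1 replicate ended the background call of 7 of these 10 genes, the exceptions being AT1G36060, AT4G29020 and AT1G23650. The value, call and range of AT3G22290 came from the mean of 2 probe sets that differed by 5.06 log2, so they are uncertain. All 18 spike-in control probe sets were higher on replicate 2, by a median of 2.13-fold (range 1.95 to 2.36) over the mean of the others.

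**Figure D2:**
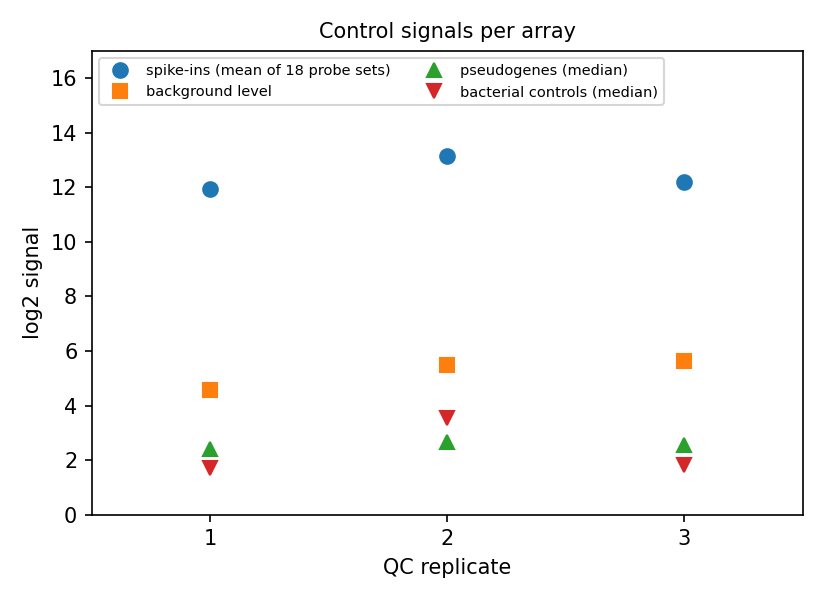
Log2 signal of 4 kinds of control on the array of each QC replicate: the mean of 18 spike-in probe sets, the background level, the median of 989 pseudogenes and the median of 27 bacterial control probe sets. Replicate 2 has the highest spike-in mean, 13.15 against 11.94 and 12.19.

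Gene lists were finally compared between single arrays, to see whether 1 sample carried more of a cell type than the others. A shift is the median over members of each gene's difference from the mean of the other arrays, after each array was centred. The QC list of the study had a shift of 0.26 log2 in replicate 3, at percentile 99.1 of random lists matched on signal, while its centred list median was 2.92 there against 2.99 on the others, so no direction is read from it. The endodermis list had a shift of -0.16 in replicate 1, at percentile 1.14. Further lists of the study stood apart in replicate 3, the lateral root meristem list at 0.89 (percentile 99.5), the Late XPP list at 1.24 (percentile 97.8) and the meristematic xylem list at 0.41 (percentile 97.6), whose centred list median went the other way (-0.23 against -0.16). These 5 of 48 list shifts lay outside the middle 95% of random lists, where chance gives 2.4. Comparing 1 array with 2 others gives no test across samples.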

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

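The backgrounds from pseudogenes, without AMS, at 1 common level and raised by 1 log2, and the choice to doubt replicate 2, came after the data were seen. The QC, endodermis, Late XPP, phloem and pericycle lists of the study kept their direction and stayed past the threshold under every alternative run. In the pseudogene setting the pericycle list did so with 9 measured members. The fixed lists could not pass under any, with a smallest reachable adjusted p from 0.0826 to 0.291, and say nothing about stability. The count of genes above background ranged from 4602 to 7605 and stayed within 1.5 times of 6051. Genes below background moved to 1636 at the 75th percentile, 1713 with bacterial controls, 1560 without AMS and 5217 at the raised level, and ranged from 2226 to 2623 leaving out 1 replicate. The share of calls that lay above was 63.9%, against 80.6% at the 75th percentile, 81.6% with bacterial controls, 74.98% with pseudogenes, 81.5% without AMS and 46.9% at the raised level. Atrichoblast members above numbered 14 at the 75th percentile, with pseudogenes, without AMS and at 1 common level, and 13 at the 95th percentile, without trend and leaving out any replicate; the adjusted p over all alternatives ranged from 0.0155 to 0.275. The protophloem list lost its call with 0 above at the 95th percentile, at the raised level and without trend, with 1 above using bacterial controls, and at 0 without replicate 2 or 3. The companion cell list lost its call with 1 above at the 95th percentile, without trend and without replicate 2 or 3. Meristematic xylem members above ranged from 1 to 4 leaving out 1 replicate, and the list passed without replicate 3.

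Results that turned direction did so in 67 cases, and 0 of them passed a test. For 10 of the 33 lists among them the count was that of the main setting, and the list turned only because the share of other genes moved. At the 75th percentile, 1 pericycle founder, 1 kinase inhibitor and 2 photosynthesis genes were above, and 6 of Late PPP. With bacterial controls it was 1 non-hair, 1 pericycle founder, 1 cytokinin, 1 brassinosteroid and 2 photosynthesis genes, 7 of Late PPP and 10 of meristematic xylem. With pseudogenes it was 1 non-hair, 1 pericycle founder, 1 kinase inhibitor and 2 photosynthesis genes and 6 of Late PPP, and without AMS 1 pericycle founder, 1 kinase inhibitor, 2 photosynthesis genes and 6 of Late PPP. At 1 common level it was 2 photosynthesis genes and 5 of Late PPP. At the raised level it was 1 QC regulator, 1 mitotic gene, 2 auxin genes and 2 of cortex. Cortex members numbered 3 at the 95th percentile and 4 without trend. Leaving out 1 replicate gave 0 to 2 photosynthesis, 2 to 2 auxin, 2 to 5 cortex and 3 to 4 Late PPP members, and a mitotic minus replication difference, from a test that could not pass, from -0.0048 to 0.22. Named genes near background also turned. CLE40 was at -0.33, SMR2 at -0.37, ARR15 at -0.40 and BRL1 at -0.26 at the 95th percentile. TRY was at 0.85 and RCA at 0.58 at the 75th percentile; TRY at 0.94, RCA at 0.67, LBD29 at 0.013 and YUC6 at 0.041 with bacterial controls; TRY at 0.36 and RCA at 0.085 with pseudogenes; TRY at 0.90 and RCA at 0.63 without AMS; and SMR2 at -0.027 and ARR15 at -0.028 with the offset. At the raised level CLE40 was at -0.92, MYC1 at -0.51, CO2 at -0.23, ICU2 at -0.33, SMR2 at -0.96, ARR15 at -0.99, BRL1 at -0.84 and LHCB4.1 at -0.074. Leaving out 1 replicate, CLE40 ranged from -0.54 to 0.80, TRY from -0.51 to 0.63, SMR2 from -0.12 to 0.29, ARR15 from -0.33 to 0.64, BRL1 from -0.12 to 0.38 and RCA from -0.86 to 0.092. Pearson's r rose to 0.952, 0.954 and 0.952 in genes whose mean signal, called or not, was above the background level and to 0.958, 0.964 and 0.956 with the offset, both of which damp dim genes. List shifts outside the middle 95% of random lists numbered 3 of 48 with the offset, 4 of 48 with quantile normalization and 5 of 48 without the _s_at and _x_at probe sets, where chance gives 2.4, and 4 of 27 in genes with mean signal above background, where chance gives 1.35. Otherwise the cause was not tested. For single named genes, 37 results lost their call and 26 gained one, among them CO2, ICU2 and LHCB4.1, which passed with lower background levels and at 1 common level. LHCB4.1 also passed without replicate 1 (limma adjusted p = 0.0407). Signal near background limits all these values. No paired analysis was possible because there was 1 group.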

Other observations

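The list tests at the 95th percentile of the panel were planned, but their use here was chosen after the result was seen. All other tests in this part were chosen after the result was seen. Plastid-encoded genes lay above background in 62 of 69 cases, with a median of 4.33 ± 0.50 log2 (SD over arrays, n = 3), against 45.1% of other genes (Fisher's exact test, adjusted p = 1.29e-14 over 3 groups). Mitochondrion-encoded genes lay above background in 9 of 11 cases (median 4.24 ± 0.77, Fisher's exact test, adjusted p = 0.0288). Pseudogenes did so in 20 of 989 (median -2.68 ± 0.47, Fisher's exact test, adjusted p = 1.59e-232).

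Families sharing a symbol prefix were counted where at least 8 members were measured, and 6 of 25 passed Fisher's exact test. Among those that passed, the autophagy genes named ATG were above background in 8 of 8 cases (median 3.35 ± 0.61, adjusted p = 0.0156). The ubiquitin-specific protease genes named UBP were above in 11 of 12 (adjusted p = 0.0156). The sugar transporter genes named SWEET were above in 1 of 14 (adjusted p = 0.0249) and genes named CYP in 5 of 26 (adjusted p = 0.0379).

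In the study's lists, most endodermis and atrichoblast markers lay above background in QC-sorted cells while most markers of the vascular cylinder did not. The paper chose these markers for background signal in most profiles, those of the QC among them, without requiring expression in a single tissue. The split is therefore not independent of how the lists were built, and that was not tested as its source. Among the few measured genes of the lists fixed beforehand, those of the vascular cylinder did not follow this split. LHW, PHV, OPS and LBD16 were above and LBD29 was not called. On the other side the endodermis gene SGN3 was above and the non-hair epidermis gene MYC1 was not called. CO2, which was not called, is a cortex gene and outside the split. These genes are too few for a conclusion. A background level set too low was examined by raising it. The endodermis list stayed past the threshold at the 95th percentile of the panel and at a level raised by 1 log2 (highest adjusted p = 0.0114, Fisher's exact test). At the raised level 10 of its 13 members were above, against 34.4% of other genes. That list's excess over other genes thus remained at levels up to 1 log2 higher. The members' values were known when that rise was chosen, so the outcome could be foreseen, and a larger error was not examined. Raising the level cannot show whether it is right, because the share of other genes above falls with it. For the atrichoblast list a low level stays open. That list missed the threshold at the 95th percentile (13 of 19 above against 41.6% of other genes, Fisher's exact test, adjusted p = 0.0512). It passed at the raised level (12 of 19 against 34.4%, adjusted p = 0.0406). Its other lost calls over background levels came at lower or equal levels. Even carry-over of all other cell types also stays open: 12 of 13 endodermis and 13 of 96 vascular members were above (Fisher's exact test, p = 1.89e-08), but this restates the pattern, and the levels of these genes in their own tissues were not analysed here. Carry-over of endodermal cells alone cannot be told apart from transcription in the QC itself, as no endodermis arrays were analysed here. The widest rise of the endodermis list in a single array was 0.21 log2, in replicate 3. Such a difference between arrays cannot show carry-over common to all the samples. No biological explanation was tested, since there was 1 group.

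Spike-in signals were higher on replicate 2. One candidate explanation is less labelled target there, raised by scaling, and another is more spike-in. Bacterial control probe sets, which have no target, were higher on replicate 2 by a median of 0.72 log2 (95% interval of the median -0.28 to 1.51), and pseudogenes by 0.44 (0.30 to 0.58). Both intervals include 0.55, which is 0.5 of the spike-in difference and the mark between the explanations. They were taken over probe sets or genes sharing each array's error and do not measure the error of an array difference. These signals near the floor therefore leave both explanations open.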
